# Novel dopamine receptor 3 antagonists inhibit the growth of primary and temozolomide resistant glioblastoma cells

**DOI:** 10.1371/journal.pone.0250649

**Published:** 2021-05-04

**Authors:** Sarah E. Williford, Catherine J. Libby, Adetokunbo Ayokanmbi, Arphaxad Otamias, Juan J. Gordillo, Emily R. Gordon, Sara J. Cooper, Matthew Redmann, Yanjie Li, Corinne Griguer, Jianhua Zhang, Marek Napierala, Subramaniam Ananthan, Anita B. Hjelmeland

## Abstract

Treatment for the lethal primary adult brain tumor glioblastoma (GBM) includes the chemotherapy temozolomide (TMZ), but TMZ resistance is common and correlates with promoter methylation of the DNA repair enzyme O-6-methylguanine-DNA methyltransferase (MGMT). To improve treatment of GBMs, including those resistant to TMZ, we explored the potential of targeting dopamine receptor signaling. We found that dopamine receptor 3 (DRD3) is expressed in GBM and is also a previously unexplored target for therapy. We identified novel antagonists of DRD3 that decreased the growth of GBM xenograft-derived neurosphere cultures with minimal toxicity against human astrocytes and/or induced pluripotent stem cell-derived neurons. Among a set of DRD3 antagonists, we identified two compounds, SRI-21979 and SRI-30052, that were brain penetrant and displayed a favorable therapeutic window analysis of The Cancer Genome Atlas data demonstrated that higher levels of DRD3 (but not DRD2 or DRD4) were associated with worse prognosis in primary, MGMT unmethylated tumors. These data suggested that DRD3 antagonists may remain efficacious in TMZ-resistant GBMs. Indeed, SRI-21979, but not haloperidol, significantly reduced the growth of TMZ-resistant GBM cells. Together our data suggest that DRD3 antagonist-based therapies may provide a novel therapeutic option for the treatment of GBM.

## Introduction

While primary malignant brain tumors remain relatively rare, glioblastoma (GBM, grade IV astrocytoma) is the most common in adults [1]. The prognosis for GBM patients is very poor: standard of care results in a median survival of approximately 14.6 months, but some subsets of patients can have improved survival. Standard of care includes chemotherapy with the DNA alkylating agent temozolomide (TMZ) [1, 2], and TMZ resistance is associated with the DNA repair enzyme O6-methylguanine–DNA methyltransferase (MGMT) [3–9]. Methylation of the MGMT promoter predicts improved TMZ response, but MGMT promoter methylation status does not always dictate TMZ sensitivity or the radiosensitizing potential of TMZ [10–14]. Thus, improving GBM treatment requires consideration of both MGMT-dependent and independent mechanisms contributing to therapeutic resistance.

In order to develop novel treatments for GBM and other brain tumors, there is renewed interest in repurposing of drugs known to cross the blood brain barrier, such as antipsychotics and anticonvulsants [15, 16]. The neurotransmitter dopamine binds to G protein-coupled receptors to modulate many neurological processes including pleasure responses, learning, and motor control. The D2-like family of dopamine receptors includes dopamine receptor 2, 3, and 4 (DRD2, DRD3, and DRD4). Dysregulation of DRD2-mediated neurotransmission is implicated in many neurological disorders including addiction, Parkinson’s disease, schizophrenia, and attention-deficit hyperactivity disorder [17, 18]. Recent data also indicate a role for D2-like family members in GBM [19–22]. The DRD2 inverse agonist and antipsychotic haloperidol improved the efficacy of an epidermal growth factor receptor inhibitor, although haloperidol (which also has efficacy in the nanomolar range on DRD3, DRD4, and several other receptors) was insufficient to decrease tumor growth alone [22]. Another study suggested the importance of DRD4 for the regulation of GBM autophagy and demonstrated benefits for using the D4 antagonist L741742 [20]. Very few studies to date have investigated the expression of DRD3 in cancer, much less defined DRD3 function or effects of inhibition in GBM or other cancers.

Although DRD2 antagonists are common antipsychotics, the drugs have a large number of side effects including dystonia, dry mouth, and hypotension [23]. DRD2 and DRD4 are also widely expressed throughout the brain, and thus, based on the restricted expression of DRD3 to the nucleus accumbens and islands of Calleja in normal brain, our group and others have selected DRD3 as a target for development of novel anti-addiction therapies [24–28]. In an effort to develop novel DRD3 selective antagonist ligands, Dr. Ananthan’s laboratory synthesized and screened a library of approximately 300 compounds. Evaluations for binding affinity at DRD3, DRD2, and DRD4 receptors using standard radioligand displacement assays and membranes prepared from cells expressing DRD2 family members and functional antagonist activity determinations using a beta-arrestin recruitment assay led to the identification of several DRD3-selective compounds [29, 30]. Using a selected set of compounds from this group, our study sought to identify a specific anti-GBM DRD3 antagonist that could be effective alone or used in combinational therapies to increase the efficacy of the current standard of care. Based on the findings presented here, we believe that DRD3 antagonists could remain effective in TMZ-resistant and recurrent GBMs while limiting the undesirable side effects associated with current DRD2 family antagonists.

## Materials and methods

### Ethics statement

All applicable international, national, and/or institutional guidelines for the care and use of animals were followed. This article does not contain any studies with human participants performed by any of the authors. Passage of all patient-derived xenografts (PDXs) was approved through IACUC number 20255 at the University of Alabama at Birmingham.

### Cells and culture

GBM patient derived xenografts (PDX) D456 (Duke University), JX12, JX14, and JX39 (parental and TMZ resistant; Mayo Clinic), and 1016 (UAB) were propagated subcutaneously in athymic nude mice with assistance from the UAB Brain Tumor Bank or in the Hjelmeland laboratory in accordance with IACUC approval. U251 cells (parental and TMZ-resistant) were obtained and cultured as previously described [31]. Human astrocytes, mouse neurons and human neurons were purchased or generated as previously described [32–35]. PDXs were dissociated using the Worthington Biochem Papain Dissociation System (LK003150) and isolated GBM cells propagated as neurospheres in tumor initiating cell (TIC) media, to best model parental tumors [36]. Serum free TIC media was Gibco phenol red free DMEM/F12 containing Gem 21 (Gemini Biosciences), sodium pyruvate, penicillin/streptomycin, and 10 ng/mL of epidermal growth factor and fibroblast growth factor.

### Dopamine receptor basal level expression

GBM cells were plated in TIC media at a density of 250,000 cells per dish in T25 tissue culture flasks and cells collected after 24 hours. For immunoblotting, cells were lysed in RIPA buffer (Thermo Scientific 89901) supplemented to 2% SDS and proteins were separated to determine basal expression of Dopamine receptors 2, 3 and 4. Antibodies included those against Dopamine Receptor D2 (AB5084P, Millipore), Dopamine Receptor D3 (ab42114, Abcam), and Dopamine Receptor D4 (pAb-324405, Sigma).

### Cell growth assay

Cells were plated at a density of 1,000 (GBM, NHAs) or 80,000 (Neurons) cells per well in Corning black clear bottom 96 well plates. Cells were allowed to recover overnight and then treated with the indicated concentrations of antagonists or dimethyl sulfoxide (DMSO) as a vehicle control. Cells were incubated for a total of 7 days. A 1:1 ratio of Cell Titer Glo 2.0 (Promega) was then added to the plate, incubated for 15 minutes, and luminescence was read on a Synergy H1 (Bio Tek) microplate reader.

### Blood brain barrier penetration capacity

Concentrations of inhibitors in the blood and in the brain were analyzed by Pharmaron (Germantown, MD), following a cassette dosing protocol similar to those previously reported [37, 38].

### RNA sequencing

Prior to RNA extraction, samples were treated with proteinase K (Norgen). The extraction of RNA was then completed with the Norgen Total RNA Purification kit including the DNase kit per manufacturer’s instructions (Norgen). Briefly, 400 ul of RL Buffer with 1% beta-mercaptoethanol was added and then a homogenized cell suspension obtained. RNA integrity numbers, RIN, were measured using BioAnalyzer (Agilent) and ranged from (9.7–10 RIN). RNA was quantified using Qubit 2.0 Fluorometer (Thermofisher). Yields for RNA from cell pellets ranged from 368–2340 ng/ul. We used 1000 ng of total RNA as input to the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB). PolyA depleted RNA was used as input to the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB). Libraries were barcoded using the NEBNext Multiplex Oligos for Illumina (NEB). We pooled all samples for sequencing on a NextSeq, with paired-end 75 base pair reads and sequenced an average of 6 million reads per sample with an average Q30 score of 96.39%. Samples were processed using our published primary analysis tool, aRNApipe [39]. Differential expression was determined using DESeq2 [40]. These data are available on the gene expression omnibus (GEO) under the accession number GSE148740.

### Statistical analysis

Statistics were performed with Graphpad Prism Version 7 (Graphpad Software Inc., La Jolla, CA) with resulting p-values indicated in the figure legends. In general, one-way ANOVA was performed with the Tukey test.

## Results

### DRD3 antagonists significantly inhibit the growth of GBM cells and cross the blood brain barrier

To determine the potential of anti-GBM therapies targeting the DRD3 pathway, we first tested the GBM growth inhibitory capacity of a panel of 9 novel, selective DRD3-selective antagonists [29, 30]. The structures of these compounds and their binding affinities to DRD2 and DRD3 are provided in S1 Table. When GBM cells isolated from two different xenografts were treated with 10 μM of the DRD3 antagonists, three drugs (SRI-21459, SRI-21502, and SRI-21980) had minimal effects (S1 Fig). However, 10 μM of six of the DRD3 antagonists (SRI-21979, SRI-30052, SRI-26080, SRI-28414, SRI-30347, and SRI-27612) was sufficient to prevent GBM growth (Figs 1 and 2). Several of these compounds (SRI-21979, SRI-30052, SRI-27612, and SRI-28414) significantly decreased the growth of GBM cells derived from at least one of three different xenografts tested at concentrations less than 10 μM (Figs 1 and 2). For these 4 compounds, between 198 nM and 4.5 μM was sufficient to decrease growth of PDX-derived neurospheres by fifty percent. As expected, IC50s varied depending on the compound and the GBM cell type: IC50s for SRI-21979 ranged from 1.2 μM and 4.5 μM, SRI-30052 from 650 nM and 3.3 μM, SRI-27612 from 198 nM and 1.3 μM, and SRI-28414 from 2.2 μM and 3 μM. Considering these results, we next tested SRI-21979, SRI-30052, SRI-27612, and SRI-28414 in non-malignant astrocytes (NHAs) and IPSC-derived or mouse neurons to prioritize compounds displaying minimal toxicity to normal brain cells. Treatment of NHAs or neurons with several DRD3 antagonists had no growth inhibitory effects (Fig 2A–2D), and growth inhibition was significantly lower in non-tumorigenic cells in comparison to GBM cells for the majority of DRD3 antagonists tested (Fig 2). For example, the IC50 for SRI-21979 in NHAs was at least 20 fold greater than that in GBM cells and was at least 2 fold greater in neurons (Fig 2A). The IC50 for SRI-30052 was more than 50 fold higher in NHAs than in GBM cells, and we were unable to produce a growth inhibition at any of the concentrations tested for neurons (Fig 2B). In comparison to GBM cell IC50s for SRI-27612, IC50s were approximately 3 or 9 fold higher in NHAs or neurons respectively (Fig 2C). As for SRI-28414, the IC50 was more than 4 fold higher in neurons than GBM cells while none of the concentrations tested were able to decrease growth of astrocytes by fifty percent (Fig 2D). These results indicated that the novel DRD3 antagonists could have a high therapeutic index, due to their ability to target PDX-derived neurospheres without having a similar extent of growth inhibition in astrocytes or neurons. However, it is important to note that differences in standard cell culture conditions between PDX-derived GBM cells and non-neoplastic brain cells, such as media type and basal cell numbers plated per well, complicate a direct comparison of toxicity *in vitro*.

**Fig 1:**
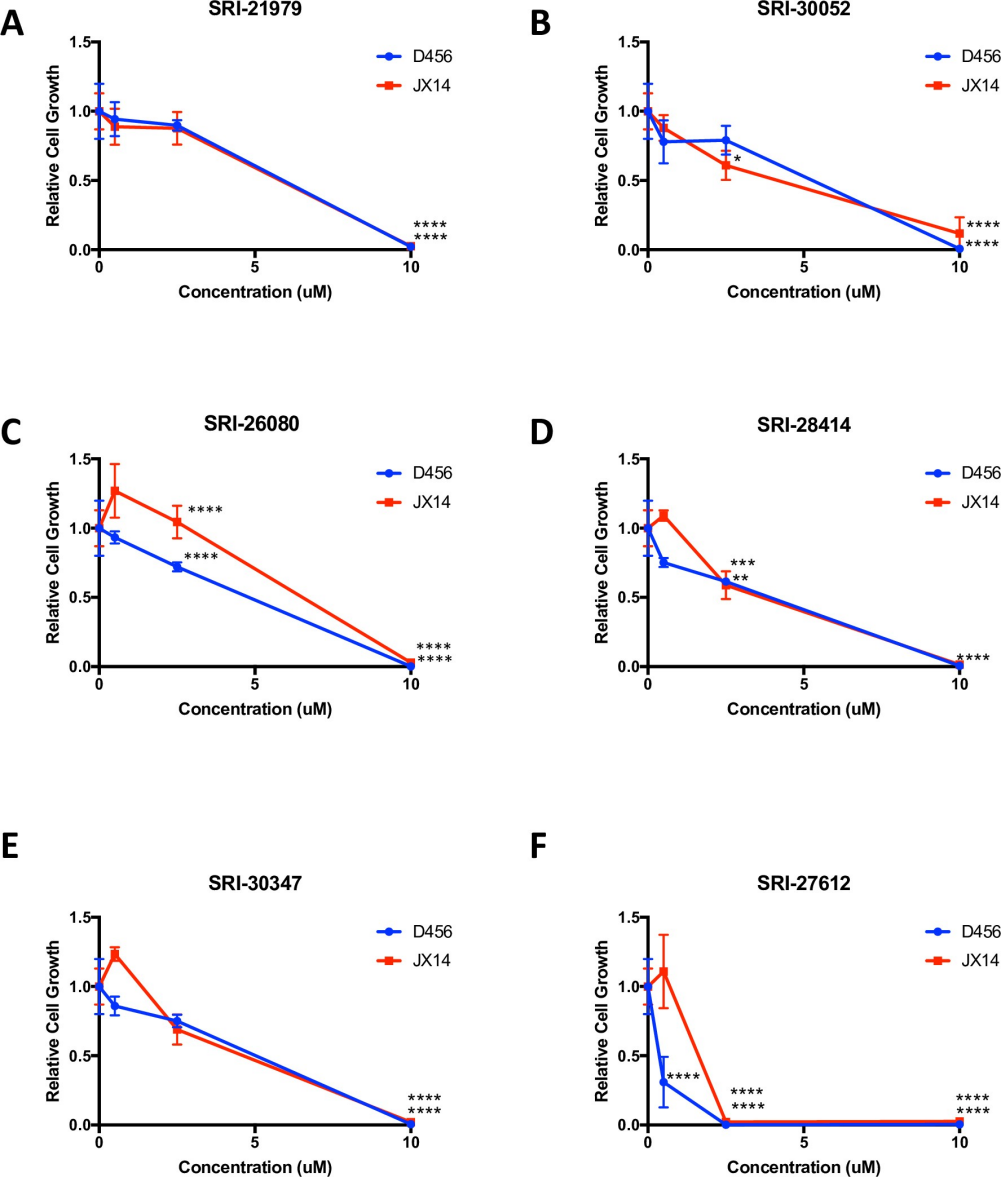
DRD3 antagonists significantly inhibit the growth of GBM PDX-derived neurospheres. Cells isolated from JX14 (red) or D456 (blue) GBM PDXs were treated with vehicle control or the indicated concentrations of (A) SRI-21979, (B) SRI-30052, (C) SRI-26080, (D) SRI-28414, (E) SRI-30347, or (F) SRI-27612 and growth measured after seven days using Cell Titer assays. ****p≤ 0.0001, ***p<0.001, **p<0.01, *p<0.05 with ANOVA comparison to vehicle control.

**Fig 2:**
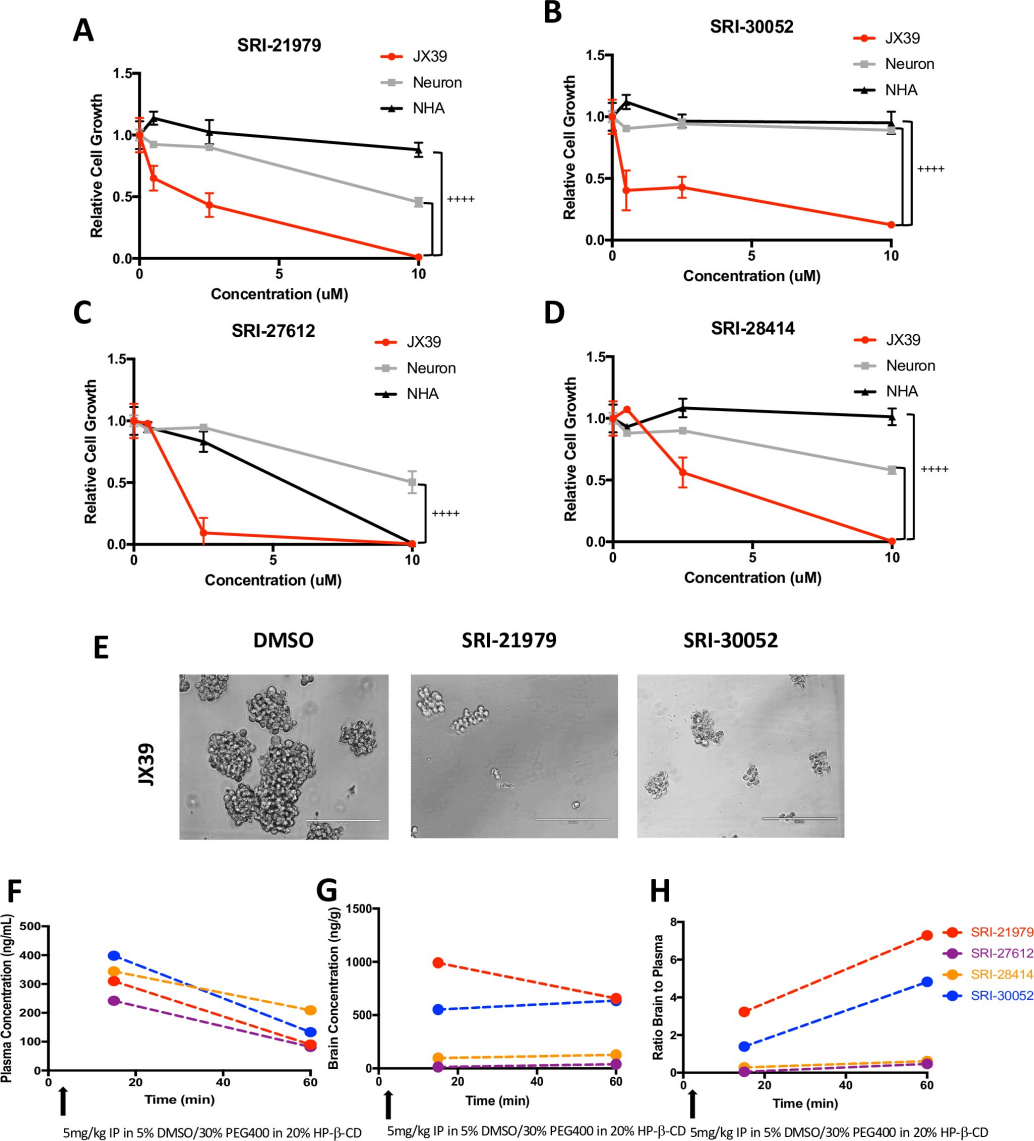
DRD3 antagonists have greater growth inhibitory potential against GBM cells than normal human astrocytes or neurons and cross the blood brain barrier. Cells isolated from JX39 (red) GBM PDXs, normal human astrocytes (NHA, black), and induced pluripotent stem cell derived neurons (grey) were treated with vehicle control or the indicated concentrations of **(A)** SRI-21979, **(B)** SRI-30052, **(C)** SRI-27612, or **(D)** SRI-28414. Growth in cell titer assays was determined seven days after treatment. Representative images of cells treated with SRI-21979 and SRI-30052 are shown **(E)**. Scale bar represents 200um. ++++p<0.0001 with ANOVA comparison of effects of 10 mM of the indicated drug in JX39 cells in comparison to NHAs and/or neurons. Levels of the indicated DRD3 antagonist detected via LC-MS in the **(F)** plasma or **(G)** brain at 15 or 60 minutes post intraperitoneal injection of 5 mg/kg drug with no detection in vehicle controls. **(H)** Brain to Plasma ratios for each DRD3 antagonist are shown. SRI-21979 (red) and SRI-30052 (blue) were found to accumulate in the brain relative to plasma but SRI-27612 (purple) and SRI-28414 (orange) were also detected in the brain. Time of injection is indicated with arrows.

Based on our results suggesting the potential of SRI-21979, SRI-30052, SRI-27612, and SRI-28414 as anti-GBM therapies, these compounds were tested for their ability to cross the blood brain barrier (BBB) (Fig 2F–2H). All four DRD3 antagonists were detectable in the plasma and brains of mice at fifteen and sixty minutes after intraperitoneal injection (Fig 2F and 2G). However, levels of SRI-27612 and SRI-28414 in the brain were low and substantially less than that of SRI-21979 and SRI-30052. The brain-to-plasma ratio was highest for SRI-21979 followed by SRI-30052. Furthermore, the brain-to-plasma ratio for SRI-21979 and SRI-30052 increased over time (Fig 2H). These data indicate the ability of these DRD3 antagonists to be effective anti-GBM treatments: while the BBB is often compromised at the tumor site, drugs that penetrate into the non-tumor brain have a better potential to target GBM cells that have already escaped from the main tumor mass.

### DRD3 is expressed in primary and TMZ-resistant GBM cells and correlates with worse prognosis in MGMT unmethylated GBMs

In order to ensure the potential of DRD antagonism in GBM, we profiled the expression of the dopamine receptor 2 family members DRD2, DRD3, and DRD4 in PDX derived GBM cells (S2A–S2F Fig). Expression of DRD2 and DRD4 (S2A and S2C Fig) appeared higher than DRD3 (S2B Fig) in all samples tested, although there are limitations of making comparisons of protein expression with different antibodies within the context of immunoblotting. Quantification was performed, and each protein band was normalized to its respective actin band (S2D–S2F Fig). Overall, the level of each protein, DRD2 (S2D Fig), DRD3 (S2E Fig), and DRD4 (S2F Fig), is relatively similar across all of the xenolines tested (S2B–S2D Fig). We have also profiled expression of DRD2, 3, and 4 (S2G–S2I Fig) mRNA in GBM patient samples, and non-tumor samples. This data was obtained from The Cancer Genome Atlas, using Gliovis [41]. Both DRD2 and DRD4 have significantly higher expression in the non-tumor samples than the GBM samples (S2G and S2I Fig), while DRD3 has similar expression between GBM and non-tumor (S2H Fig). As DRD2 and 4 are more widely expressed than DRD3 in non-malignant brain and DRD2 antagonists have multiple side effects, the data support the potential for targeting DRD3 in GBM [30]. Western analysis further confirmed the presence of DRD3, as well as DRD2 and DRD4 in both parental and TMZ-resistant GBM cells (S3A–S3E Fig).

The expression of DRD2-like family members and their correlations with patient outcomes were evaluated next in TCGA. We focused on the MGMT unmethylated GBMs, for which novel treatments are most urgently needed. We determined the association of DRD2-like family member expression with patient prognosis (Fig 3A–3C). We found that higher levels of DRD3 mRNA were associated with worse patient prognosis in primary MGMT unmethylated GBMs (Fig 3B). However, a similar effect was not observed when outcomes of patients with MGMT unmethylated GBMs were segregated based on DRD2 (Fig 3A) or DRD4 (Fig 3C) mRNA levels. These data suggest the potential for a specific effect or regulation of DRD3 in MGMT unmethylated (TMZ-resistant) tumors that is worthy of further investigation.

**Fig 3:**
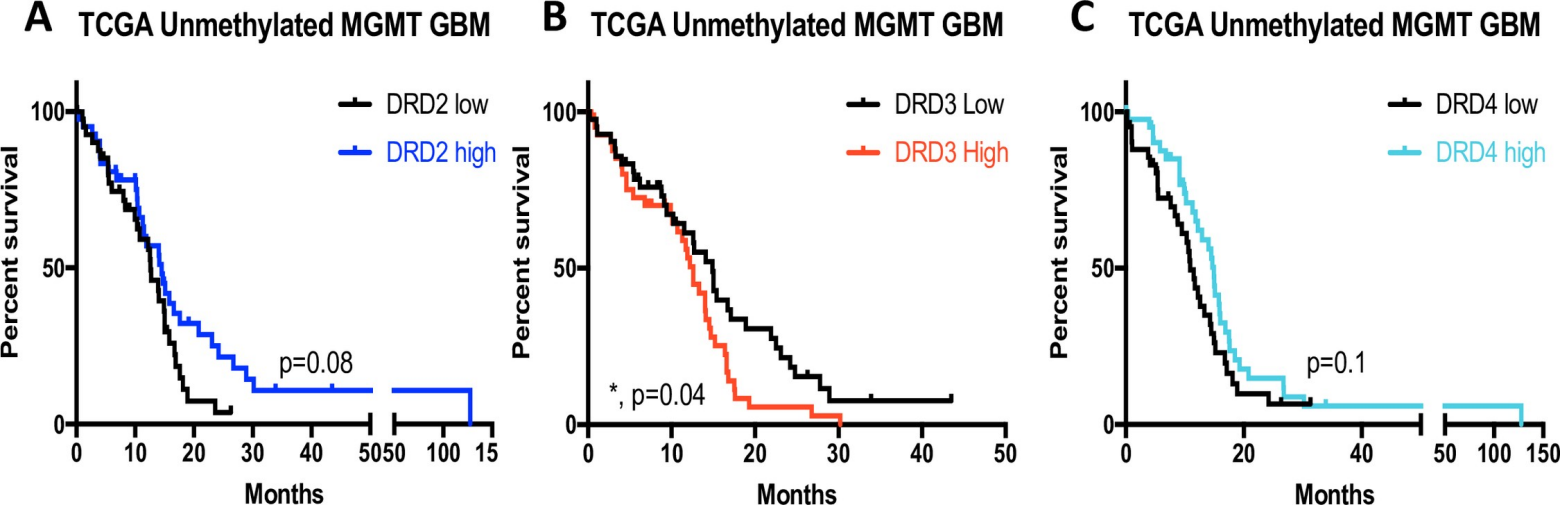
DRD3 correlates with worse prognosis in MGMT unmethylated GBMs. Survival of patients with primary, unmethylated MGMT GBMs segregated by **(A)** DRD2, **(B)** DRD3, or **(C)** DRD4 mRNA levels (highest or lowest 25%, n = 42). p values for Log-rank analysis are shown, data downloaded from GlioVis (http://gliovis.bioinfo.cnio.es).

### SRI-21979 significantly decreases the growth of TMZ-resistant cells

To determine if DRD3 inhibition was capable of reducing the growth of TMZ-resistant GBM cells, U251 parental and TMZ-resistant (UTMZ) GBM cells as well as those isolated from a JX39 isogenic PDX pair were used. Resistance to TMZ in JX39T and UTMZ cells relative to the parental cells was confirmed (S4 Fig), and we previously published MGMT expression levels in the U251 cells [35].

Monotherapy with increasing concentrations of SRI-21979 or haloperidol demonstrated that TMZ-resistant cells could remain growth inhibited by 10 μM of the compounds (S4 Fig). SRI-21979 alone reduced growth of JX39T and UTMZ GBM cells, and more substantial decreases were observed with addition of TMZ, (Fig 4A and 4B), whereas similar results were not observed with haloperidol (Fig 4C and 4D). Representative photos of JX39T cells validate the quantification by indicating minimal effects of addition of haloperidol to TMZ but decreased growth with the addition of SRI-21979 (Fig 4E). Overall, the data indicate that DRD3 antagonist-based therapies may remain effective in TMZ-resistant GBM for which novel therapies are urgently needed. The data suggest the possibility that DRD3 antagonists like SRI-21979 may increase the sensitivity of GBMs to TMZ, but additional studies would be needed to determine any additive or synergistic benefits. Importantly, these data do not demonstrate that DRD3 plays a direct role in promoting chemo-resistance in GBM, only that DRD3 may serve as a useful therapeutic target in chemoresistant and/or recurrent GBM, which is extremely difficult to treat.

**Fig 4:**
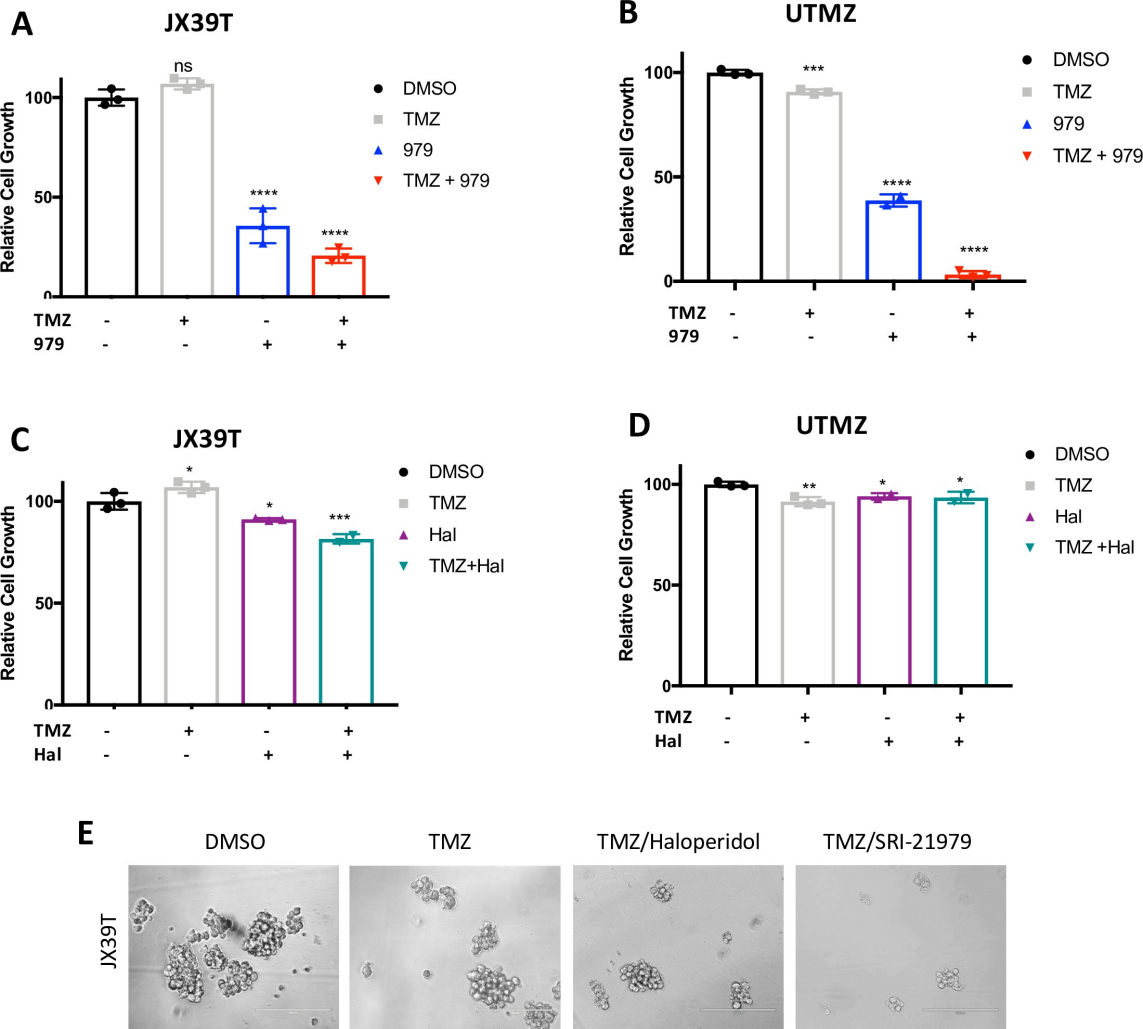
SRI-21979 shows efficacy in TMZ-resistant cells. JX39 (**A**) and U251 (**B**) TMZ-resistant cells (indicated as JX39T and UTMZ respectively) treated with vehicle, 100 mM TMZ, 5 mM SRI-21979, or TMZ and SRI-21979 as indicated. JX39T **(C)** and UTMZ (**D**) cells treated with vehicle, 100 mM TMZ, 5 mM haloperidol, or TMZ and haloperidol as indicated. (**E**) Representative images of cultures of JX39T cells treated with vehicle, TMZ, TMZ and haloperidol, or TMZ and SRI-21979 are shown. Scale bar represents 200um. **p<0.05, ***p<0.001, **** p≤ 0.0001 with ANOVA comparison to TMZ.

### Treatment with SRI-21979 resulted in changes in transcript levels of several genes, including those involved in cAMP signaling and apoptosis

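Counts were deposited for 8 samples of neurospheres from the D456 and JX39 xenografts, which are human GBM cells propagated in mice. Each line had 2 samples treated with SRI-21979, a DRD3 antagonist, and 2 treated with the vehicle DMSO, all for 24 hours. The sample labels give a dose of 5 µM for D456 and 2.5 µM for JX39, and call each dose an IC50 of its line. The paper's text names neither the lines nor the dose of this experiment. It also does not say whether the JX39 cells were parental or temozolomide-resistant. The deposited description of the study names temozolomide and neuroblastoma, while every sample label names SRI-21979 or DMSO, so the samples were grouped by their labels. The paper's methods list a poly(A) mRNA isolation kit and then name PolyA depleted RNA as the library input, while the labels describe selection of poly(A) RNA.
The authors processed the paired-end reads with aRNApipe and deposited raw counts per Ensembl gene from STAR, made without regard to strand and without normalization. They do not state the genome build or the annotation. Of the 58395 genes in the deposited counts, 58275 have an entry in GENCODE 29 for GRCh38, which gave the gene names and positions. Between 15527839 and 23980820 reads per sample were counted on genes, with a median of 19067599. The median was 22325596 in D456 with SRI-21979 and 18309325 with DMSO. In JX39 it was 17369709.5 with SRI-21979 and 20028723 with DMSO. At the lowest depth, a count of 0 allows up to 0.193 CPM, the count scaled by library size in edgeR's unit, a limit that covers counting error only.
Low counts were removed with edgeR's filterByExpr, which left 16999 genes, and libraries were scaled by the TMM method. Differential expression was tested with edgeR's quasi-likelihood test. The comparison of both lines fitted line and treatment to all 8 samples, so its fold change is a single value for D456 and JX39 that the line with more counts of a gene can dominate, and not an effect shown to be shared. Effects in each line, and the difference between them, came from a fit of the 4 group means. Expression is given as mean CPM ± SD with n = 2 samples per group, and a positive log2 fold change is higher with SRI-21979.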

To elucidate mechanisms of action for these compounds, RNA-sequencing was performed on GBM PDX-derived neurospheres treated for 24 hours with or without SRI-21979. This compound was chosen for additional molecular testing as it had the highest blood to plasma ratio and evidence for a high therapeutic index. Many of the transcripts differentially expressed between the vehicle (DMSO) treated PDX-derived neurospheres and those treated with SRI-21979 were involved with 3’, 5’-cyclic AMP (cAMP) signaling, with a large majority of the genes involved with this pathway showing increased transcript levels (Fig 5A). 

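Across both lines, 85 tested genes were differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. Of these, 60 were higher and 25 lower with SRI-21979, and 2391 genes had an unadjusted p under 0.05. The number moved most when the line effects were averaged from the group means, which gave 893 genes, and when line was left out of the model, which gave 0 genes and 36 at an unadjusted p under 0.05. Single libraries also moved it, from 4 genes without JX39 DMSO replicate 2 to 172 without JX39 SRI-21979 replicate 1. In D456, 1370 genes were higher and 1005 lower. In JX39, 209 were higher and 211 lower. The changes were small, with a median absolute log2 fold change of 0.24 among the differentially expressed genes of each line. It was at least 1 for 146 genes in D456 and for 8 in JX39. Only 89 genes were differentially expressed in each line when tested separately, and 31 of them changed in the same direction.
Genes were named from the calls in both lines when their mean log2 CPM was at least 3 and every treated sample lay beyond every DMSO sample of its own line. Among the 5 largest rises, GDF15 (ENSG00000130513) had the smallest adjusted p-value. Its expression was 50.2 ± 2.78 CPM with SRI-21979 and 39.1 ± 0.155 CPM with DMSO in D456, and 36.2 ± 0.490 CPM and 27.8 ± 0.244 CPM in JX39. Its log2 fold change in both lines was 0.37 (standard error 0.05, adjusted p = 0.00156 from edgeR's quasi-likelihood test), and it stayed between 0.36 and 0.43 with each library left out in turn. The other rises were those of REEP6, GRIK2, CACNA1G and ITGB4. Their log2 fold changes in both lines were 0.44 for REEP6, 0.43 for GRIK2, 0.42 for CACNA1G and 0.33 for ITGB4. The counts of REEP6 in JX39 (12 to 18) and of GRIK2 (21 to 39) and CACNA1G (7 to 18) in D456 were low. The 5 largest falls were those of AC083843.2 (-0.48), NPIPP1 (-0.43), TNFRSF25 (-0.41), TGM2 (-0.40) and PLAUR (-0.30). NPIPP1 shares 51.8% of its exon bases with the readthrough transcript PKD1P6-NPIPP1, and TNFRSF25 shares 8.9% with ESPN on the opposite strand. TGM2 had 4 to 20 counts in D456, and PLAUR fell by 0.05 on the log2 scale in D456. Each of these 10 genes lost its call without a line term, and all but GDF15 also lost it with a replicate block and without JX39 DMSO replicate 2.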

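Fig. 5A draws 44 genes in boxes of the cAMP signaling diagram that name a gene or a small family, and 43 of them passed the filter. The authors coloured the diagram from these samples, so the drawn genes are not independent evidence of a change. In D456, 31 of the 43 genes were higher with SRI-21979, with a median log2 fold change of 0.078 against -0.0045 for all tested genes. Differential expression was reached by 11 drawn genes that rose and 2 that fell, or 14 and 2 when adjusted over the list alone. The share that rose was 25.6%, against 8.02% of the other tested genes (odds ratio 3.94, Fisher's exact test, two-sided, adjusted p = 0.00138 over 6 tests). As a set, the drawn genes ranked above the other genes by camera, a competitive test with a preset correlation between genes of 0.01 (adjusted p = 0.000493 over 6 tests, edgeR statistics). However, 16.0% of 10000 random lists of the same size, matched on expression and GC content, had a median as high. With correction for GC content and gene length the median was 0.13, with 0.056 for all tested genes. Without the correction, it was 0.14 when D456 SRI-21979 replicate 1 or either D456 DMSO replicate was left out, in fits filtered and scaled anew.
In JX39, 32 of the 43 genes were lower, with a median of -0.056. None was called higher, beside 1 higher at an unadjusted p under 0.05. There, 2 genes were called lower, or 7 when adjusted over the list alone. The set ranked below the other genes (camera adjusted p = 0.00158), and 0.64% of matched lists had a median as low. Both results held under fry and under an estimated correlation, where p-values reached at most 0.0167. The responses of the 2 lines differed in 14 of the drawn genes, and as a set (camera adjusted p = 3.1e-06 over 9 sets). Across both lines, 23 genes were higher and 20 lower, with a median of 0.010. No drawn gene was called, beside 3 higher and 3 lower at an unadjusted p under 0.05, and adjusted over the list alone 2 rose and 1 fell. The median of both lines ranged from 0.0014 without JX39 SRI-21979 replicate 1 to 0.037 without D456 SRI-21979 replicate 1, and it was -0.0049 without a line term. Fits with a library left out were filtered and scaled anew, so the baseline moved too. The median of all tested genes was -0.007 with all libraries and 0.0193 without D456 SRI-21979 replicate 1.
The largest rises in both lines, among genes with a mean log2 CPM of at least 3, were those of MAPK3, MAP2K2 and GNAI2. MAPK3 (ENSG00000102882) was at 56.1 ± 0.0205 CPM with SRI-21979 and 47.3 ± 0.118 CPM with DMSO in D456, a log2 fold change of 0.25 (standard error 0.06, adjusted p = 0.00195, edgeR). In JX39 its log2 fold change was 0.13 (adjusted p = 0.386, edgeR). MAP2K2 (ENSG00000126934) was at 159 ± 9.10 CPM and 133 ± 9.06 CPM in D456, a log2 fold change of 0.25, and the change was 0.09 in JX39. GNAI2 (ENSG00000114353) was at 442 ± 26.3 CPM and 375 ± 10.6 CPM in D456, a log2 fold change of 0.24, and the change was -0.02 in JX39. For both lines, the adjusted p-value was 0.0624 for MAPK3, 0.0997 for MAP2K2 and 0.339 for GNAI2 (edgeR). MAPK3 was called in both lines when at least 10 counts were required in every sample, and all 3 were called when the line effects were averaged.

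**Figure D1:**
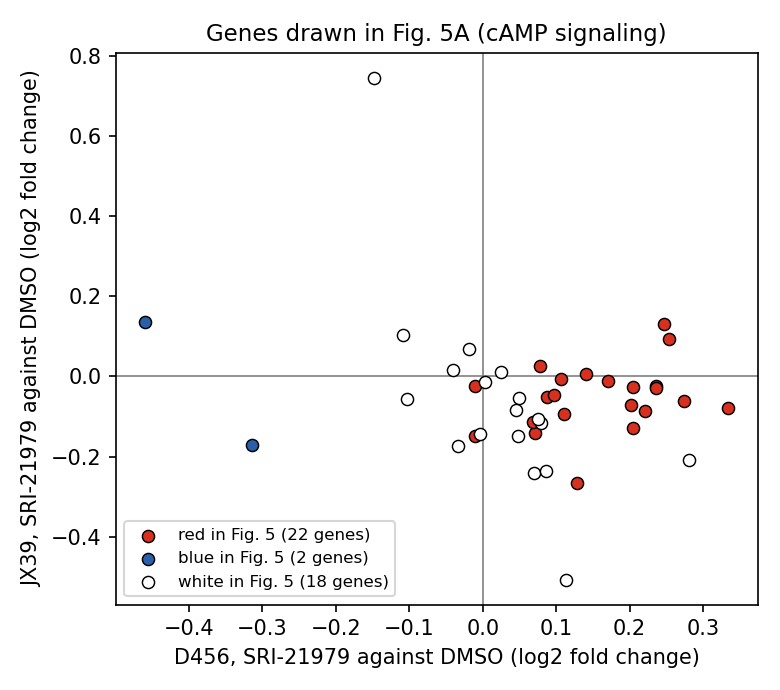
Log2 fold change of each drawn gene of Fig. 5A in D456 (horizontal axis) and JX39 (vertical axis), 1 point per gene, with SRI-21979 against DMSO. The 42 genes plotted have counts above the limit of 3 in at least 1 sample of every group; of the 22 drawn in red, 20 lie to the right of 0 and 4 lie above 0.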

As D2-like receptors (including DRD3) inhibit adenylyl cyclase [42–44], which converts adenosine triphosphate to cAMP, increased cAMP signaling would be one predicted response of these inhibitors. Some cells increase cell death in response to elevated cAMP signaling [44–46], and we found that the apoptosis pathway contained many transcripts that were increased following treatment with SRI-21979 (Fig 5B).

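The apoptosis diagram of Fig. 5B draws 65 genes, coloured by the authors from the same samples, and 57 of them were tested. In D456, 40 of the 57 genes were higher with SRI-21979, with a median log2 fold change of 0.091. There, 17 genes were called higher and 2 lower, or 24 and 3 when adjusted over the list alone. The share called higher was 29.8%, against 7.99% of the other tested genes (odds ratio 4.90, Fisher's exact test, two-sided, adjusted p = 8.66e-06). The drawn genes ranked above the others as a set (camera adjusted p = 0.000366, edgeR statistics; fry p-value 0.00363, estimated correlation p-value 0.0291). Of the matched lists, 1.43% had a median as high. The median in D456 was 0.17 without D456 SRI-21979 replicate 1, 0.14 without D456 DMSO replicate 1 and 0.15 without D456 DMSO replicate 2.
In JX39, 26 of the 57 genes were higher and 31 lower, with a median of -0.0037. ITPR3 was the gene called higher, and 6 were called lower, or 3 and 7 when adjusted over the list alone; without either D456 SRI-21979 replicate, 3 were called higher. The set did not rank apart from the other genes (camera adjusted p = 0.131). Before adjustment the camera p-value was 0.109. It fell under 0.05, with a negative median, with DESeq2's Wald test (0.0466) and no filter on low counts (0.00114). The same held with GC and length offsets (0.0430) and a replicate block with the offsets (0.0478). The median of the set changed sign, to between 0.0061 and 0.0067, with any D456 library left out. In those fits the median of all tested genes moved as well, from -0.0057 to 0. The set median was lower with any JX39 library left out, down to -0.037 without JX39 SRI-21979 replicate 1. It also changed sign with library size alone (0.0077), with at least 10 counts in every sample (0.011) and with the line fitted alone (0.0051). Between the lines, the responses of 16 drawn genes differed, and so did the set (camera adjusted p = 4.65e-05 over 9 sets). In both lines together, 37 genes were higher and 20 lower, with a median of 0.024 (camera adjusted p = 0.0838), which 23.3% of matched lists reached. The camera p-value before adjustment, 0.0559, fell under 0.05 in 6 of 10 alternatives. The median lay between 0.040 and 0.048 without D456 SRI-21979 replicate 1, either D456 DMSO replicate or JX39 DMSO replicate 1. No drawn gene was called in both lines, beside 8 higher and 2 lower at an unadjusted p under 0.05, and adjusted over the list alone 1 rose.
Among the drawn genes with a mean log2 CPM of at least 3, BAX, ITPR3 and BAK1 had the largest rises in both lines, and ATM and FAS the lowest values. BAX (ENSG00000087088) was at 105 ± 0.383 CPM with SRI-21979 and 87.7 ± 2.06 CPM with DMSO in D456, a log2 fold change of 0.25 (standard error 0.05, adjusted p = 0.000244, edgeR). It changed by 0.09 in JX39, and its adjusted p-value in both lines was 0.0842, or 0.0416 with DESeq2's Wald test, in a range of 0.0008 to 1 over the alternatives. ITPR3 (ENSG00000096433) was at 254 ± 20.7 CPM and 213 ± 5.32 CPM in JX39, a log2 fold change of 0.26 (standard error 0.05, adjusted p = 0.000632, edgeR). In D456 its log2 fold change was -0.24 (adjusted p = 0.225, edgeR), or -0.15 without D456 SRI-21979 replicate 2 and -0.14 without D456 DMSO replicate 2, and 10.4% of its exon bases are shared with UQCC2 on the opposite strand. BAK1 (ENSG00000030110) was at 26.1 ± 1.38 CPM and 21.8 ± 0.354 CPM in D456, a log2 fold change of 0.26 (adjusted p = 0.0211, edgeR), and was not called with DESeq2 (adjusted p = 0.0608, the highest of 9 alternatives). BAK1 changed by -0.0005 in JX39, and its adjusted p-value in both lines was 0.343 (edgeR). FAS (ENSG00000026103) was at 23.6 ± 0.240 CPM and 27.3 ± 1.96 CPM in D456, a log2 fold change of -0.21 (adjusted p = 0.0495, edgeR), a call lost in 8 of 9 alternatives and without either JX39 DMSO replicate (-0.21 in each). The FAS value was -0.089 without D456 DMSO replicate 1. FAS shares 8.9% of its exon bases with ACTA2 on the opposite strand.
The paper reasons that D2-like receptors inhibit adenylyl cyclase, so that an antagonist would be predicted to increase cAMP signaling, and that elevated cAMP raises cell death in some cells. Its discussion raises the possibility that other cancers with amplified DRD3 are sensitive to inhibitors of DRD3 or of D2-like receptors, as a way to elevate cAMP signaling and promote apoptosis. D456, where more of the drawn genes rose, had 0 counts of DRD3 in every library and 2 to 4 of DRD2. In JX39, DRD2 was at 40.7 ± 0.209 CPM with SRI-21979, and DRD3 had 0 to 7 counts per library. DRD4 had 4 to 11 counts in both lines. Transcript counts do not measure receptor protein.

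**Figure D2:**
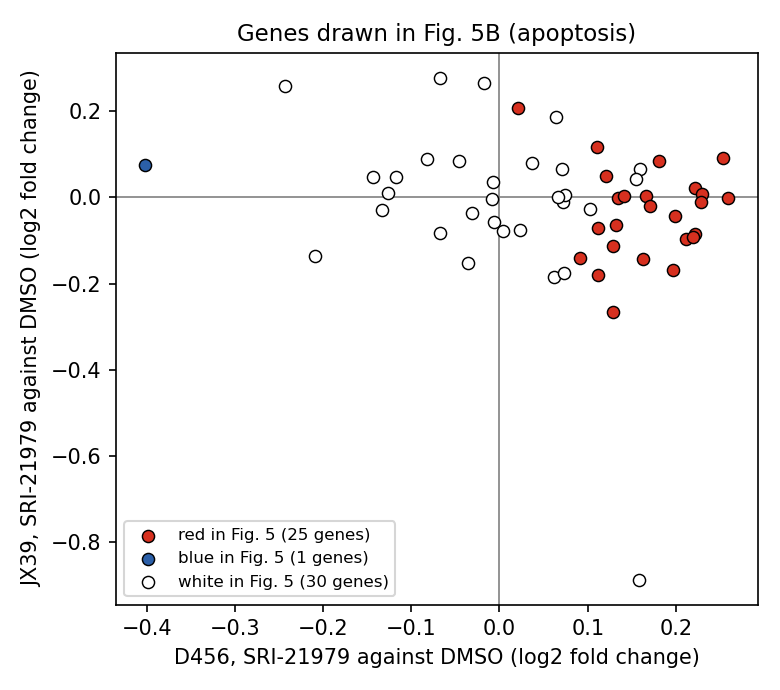
Log2 fold change of each drawn gene of Fig. 5B in D456 (horizontal axis) and JX39 (vertical axis), 1 point per gene, with SRI-21979 against DMSO. Of the 56 genes plotted, 25 are drawn in red, and all 25 lie to the right of 0 while 9 lie above 0; CTSZ is left out because its DMSO counts in D456 are at or under the limit of 3.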

**Fig 5:**
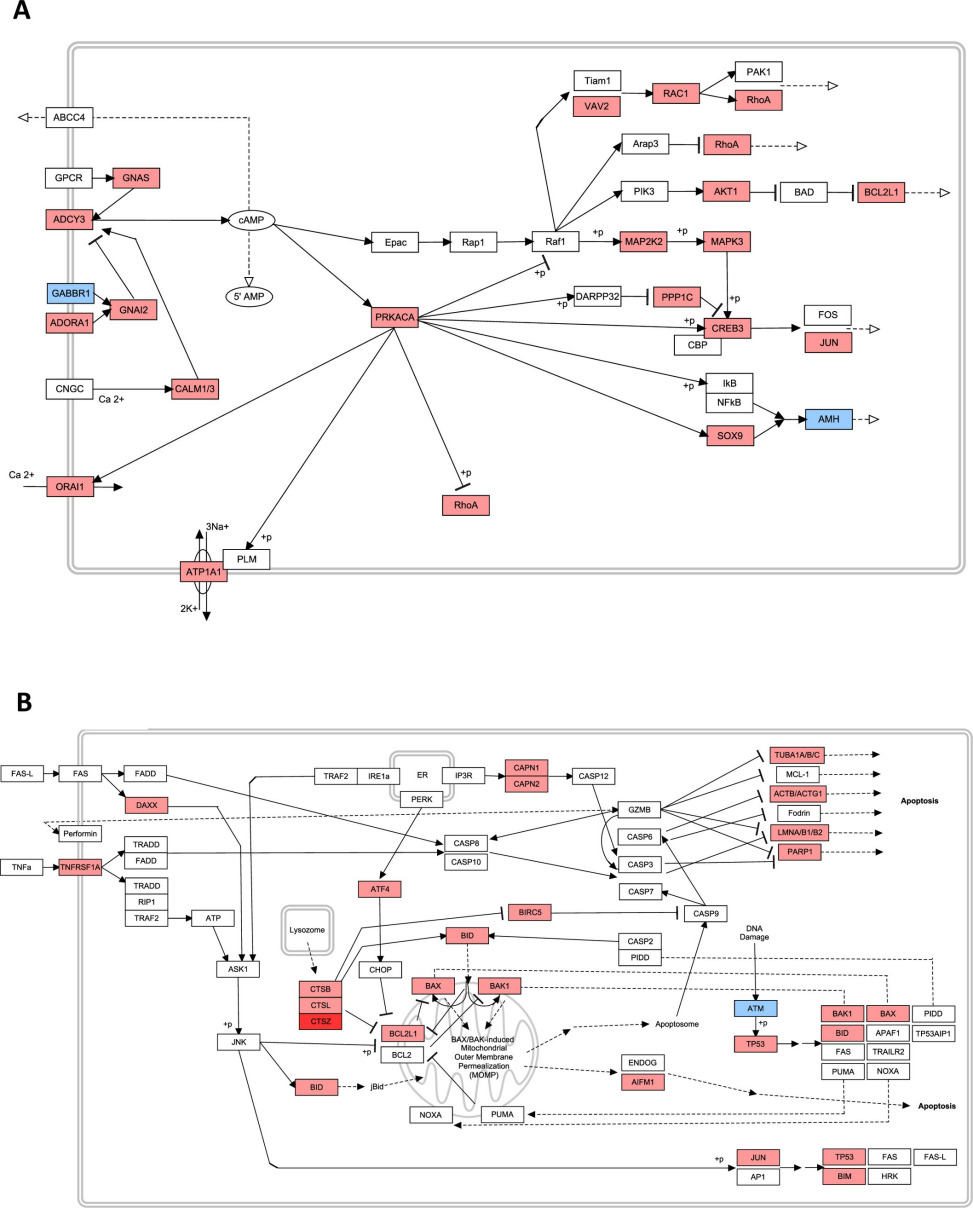
SRI-21979 alters the expression of transcripts involved in cAMP signaling and apoptosis. Pathway analysis of transcripts upregulated in cAMP signaling (**A**) and apoptosis (**B**), following treatment with SRI021979. Light red genes are a fold change >1, while blue indicates a fold change of <1. Dark red genes are those with a fold change >5. Transcripts shown in white, do not display any change between control and treatment groups.

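All 22 genes drawn in red in Fig. 5A were tested. In D456, 20 of them were higher with SRI-21979 and 11 were called higher. In JX39, 4 were higher and 18 lower, and 1, JUN, was called lower. Across the lines, 17 were higher. Of the 26 red genes of Fig. 5B, all were higher in D456, 17 of them called. In JX39, 9 were higher and 17 lower, and 4 were called lower. In both lines together, 22 were higher. No red gene was called in both lines. Every drawn gene called higher in D456 was red, and the legend does not name the line or lines drawn.
The blue genes were GABBR1 and AMH in Fig. 5A and ATM in Fig. 5B. GABBR1 (ENSG00000204681, chromosome 6 from 29555629 to 29633976) was at 54.4 ± 9.61 CPM with SRI-21979 and 75.2 ± 1.32 CPM with DMSO in D456, a log2 fold change of -0.46 (standard error 0.07, adjusted p = 1.4e-05, edgeR). In JX39 it was at 43.6 ± 2.55 CPM and 39.6 ± 1.70 CPM, a log2 fold change of 0.13 (adjusted p = 0.495, edgeR). The D456 value of GABBR1 was -0.26 without D456 SRI-21979 replicate 2, and the JX39 value was 0.075 without JX39 SRI-21979 replicate 1 and 0.089 without JX39 DMSO replicate 2. GABBR1 shares 8.5% of its exon bases with UBD and OR2I1P. AMH (ENSG00000104899, chromosome 19 from 2249309 to 2252073) was at 56.7 ± 5.50 CPM and 70.7 ± 3.03 CPM in D456, a log2 fold change of -0.31 (standard error 0.06, adjusted p = 0.000509, edgeR). Its JX39 values were 58.2 ± 6.24 CPM and 65.1 ± 1.36 CPM, a log2 fold change of -0.17 (adjusted p = 0.199, edgeR). It was called lower there in 2 of 9 alternatives. These were GC and length offsets (-0.22, adjusted p = 0.0313, edgeR) and the offsets with a replicate block (-0.22, adjusted p = 0.0153, edgeR). For AMH, the D456 value was -0.18 without D456 SRI-21979 replicate 2, and the JX39 value was -0.28 without JX39 SRI-21979 replicate 1 and -0.063 without JX39 SRI-21979 replicate 2. In both lines, AMH was not called (adjusted p = 0.0560, edgeR) with all libraries, but it was without JX39 SRI-21979 replicate 1 (-0.30 on the log2 scale) and in 3 of 10 alternatives. ATM (ENSG00000149311, chromosome 11 from 108222484 to 108369102) was at 34.4 ± 5.16 CPM and 45.6 ± 1.02 CPM in D456, a log2 fold change of -0.40 (standard error 0.07, adjusted p = 9e-05, edgeR). In JX39, ATM was at 78.8 ± 0.393 CPM and 74.8 ± 1.23 CPM, a log2 fold change of 0.07 (adjusted p = 0.661, edgeR). Without D456 SRI-21979 replicate 2, the D456 value of ATM was -0.22. With GC and length offsets it was -0.24, with or without a replicate block, and ATM stayed called in D456 in all 9 alternatives. ATM was called in both lines when the line effects were averaged.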

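The dark red gene of Fig. 5 is CTSZ, which encodes cathepsin Z (ENSG00000101160, chromosome 20 from 58995185 to 59007247). In D456 it had 8 and 12 counts with SRI-21979 and 2 and 1 counts with DMSO, or 0.444 ± 0.166 CPM and 0.0800 ± 0.0412 CPM. The DMSO counts are at or under the limit of 3. Against that limit, the mean of the libraries with SRI-21979 was 2.71-fold higher. This bound covers the DMSO counts only and leaves out the counting error of the treated libraries. The fitted log2 fold change of 2.37 (standard error 0.67, adjusted p = 0.0143, edgeR) depends on the prior count of the model. The fitted value was 2.99 without D456 DMSO replicate 1 and 1.98 without D456 DMSO replicate 2. In JX39, CTSZ was at 212 ± 7.11 CPM with SRI-21979 and 222 ± 1.57 CPM with DMSO, from 3297 to 4545 counts per sample. Its log2 fold change there was -0.07 (adjusted p = 0.540, edgeR), and the change in both lines was -0.05 (adjusted p = 0.829, edgeR). In both lines, the value was 0.73 with DESeq2's Wald test and 1.15 when the line effects were averaged. Without JX39 SRI-21979 replicate 1 it was -0.074 in both lines and -0.11 in JX39, and without JX39 SRI-21979 replicate 2 it was -0.0061 and -0.038.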

## Discussion

Our data provides evidence that DRD3 is an anti-GBM target, including in chemotherapy-resistant tumors. Our finding that elevated DRD3 receptor expression correlates with worse survival in MGMT unmethylated patients (in whom TMZ is less effective), suggests that our *in vitro* data may have relevance for patient care. However, it is important to note that there are many ways through which GBMs are able to withstand chemotherapy. One such method may be the ability of these cells to reprogram their mitochondrial electron transport chain. The cells which undergo this reprograming effectively release lower levels of reactive oxygen species (ROS), and thus their apoptotic signaling is decreased [31, 47]. As UTMZ cells employ this mechanism of resistance and are sensitive to DRD3 antagonists, investigation of DRD3 antagonism in the recurrent setting could be broadly effective. Considering the inability of TMZ or any treatment to currently provide a GBM cure, our data provide important insights into strategies for DRD antagonism for GBM treatment, although additional studies directly assessing the role of DRD3 through shRNA or CRISPR based approaches are needed. In addition, our findings further support the repurposing of drugs designed to target brain signaling pathways; DRD3 antagonists have been primarily developed for other neurological disorders such as addiction.

While we have focused our study on GBM, a role for dopamine receptors has been implicated in other cancer types. Schizophrenic patients being treated with dopamine receptor antagonists had reduced incidence of several cancers [48], suggesting roles for DRD2-like family members in cancer development. Dopamine receptor antagonists primarily targeting DRD2 inhibited TIC growth in lung cancer [49] and leukemia [50]. Another group has also shown that increased activation of DRD2 in GBM cells leads to increased sphere-forming capacity, as well as increased metabolism [51], further identifying the D2-like family of receptors as a therapeutic target. Our preliminary review of data in cBioportal (cbioportal.org) indicated that a portion of neuroendocrine prostate (16.7%), cervical (4.5%), ovarian (>4%), and head and neck (>3%) cancers have amplifications of DRD3. These tumors may be sensitive to DRD3 inhibition, or, more broadly, D2-like receptor inhibition, as a strategy to elevate cAMP signaling to promote apoptosis similar to our RNA-sequencing findings. Thus, it is possible that DRD3 antagonism could provide a therapeutic option for other tumor types if amplification or aberrant cell signaling in multiple cancers results in DRD3 expression.

The restricted expression of DRD3 in the brain and non-tumorigenic adult tissues along with its expression in GBM cells suggests the potential for a large therapeutic window. Our studies demonstrated growth inhibitory effects of the tested DRD3 antagonists, which were minimal in NHAs or neurons. The variety of PDX lines shown to have significant growth reduction indicate that these treatments may be successful in all subsets of GBM. Additional studies outside the scope of the current manuscript are needed to define a maximum tolerated dose of the DRD3 antagonists. Once dosing is optimized, testing of the novel DRD3 antagonists would ideally be compared in parental and TMZ-resistant GBMs in combination with standard of care *in vivo*. Our *in vitro* data suggest that DRD3 antagonists may sensitize TMZ-resistant cells to TMZ, but additional studies would be needed to determine if there is any benefit of the DRD3 antagonists in vivo alone or in combination with standard of care. Whether improved survival could also be observed when tumor bearing mice were treated with other DRD antagonists that have efficacy against DRD3 should also be explored. As haloperidol treatment did not improve TMZ efficacy *in vitro* in our experiments, there may be distinct dopaminergic signals that need to be defined for increasing sensitivity to chemotherapy. Alternatively, the drugs or the strategy of DRD3 antagonism itself may only be effective in a specific subgroup of GBMs that has not yet been determined.

Of the DRD3 antagonists evaluated here, those that were able to decrease GBM growth are from the same family of urea-based compounds. This provides a useful backbone for further modifications: a more selective and potent drug with improved blood brain barrier permeability or oral bioavailability would be expected to provide a greater survival advantage for GBM bearing mice. However, we must consider the possibility that this class of drugs has as yet unknown off-target effects that contribute to their ability to inhibit GBM cell growth.

There is an urgent need for better treatments for GBM, and any therapy that could extend median survival or increase the percentage of long-term survivors could be important for patients. DRD3 antagonism, including with SRI-21979, showed promise against GBM in our studies. We believe that continuing to increase our understanding of the role of DRD receptors in GBM biology and elucidation of any differences in function or pattern of expression among D2-like family members is important for developing novel combinatorial therapies.

## Supporting information

S1 Table Structures, binding affinities (DRD2 and DRD3), and molecular weights of novel DRD3 antagonists tested for effects on GBM cell growth. (TIF) Click here for additional data file.

S1 Fig Novel DRD3 antagonists for which 10 μM was not sufficient to reach an IC50. GBM cells isolated from D456 PDX xenografts were treated for seven days with up to 10 μM of the indicated DRD3 antagonists and results normalized to the vehicle control.
(TIF) Click here for additional data file.

S2 Fig Expression of Dopamine Receptor 2 **(A),** 3 **(B),** and 4 **(C)**. Quantification of westerns via the ration of protein of interest to the corresponding loading control for DRD2 **(D)**, DRD3 **(E)**, and DRD4 **(F)**. Protein Lysates were collected from cells derived from five different GBM xenografts: D456, JX39, JX14, JX12, and 1016, as well as two non-neoplastic cells lines: Normal human astrocytes and neural progenitor. mRNA expression from patient samples was obtained from the TCGA for both non-tumor and GBM **(G-I)**. Protein was loaded at 40ug per lane for DRD3, and 20ug per lane for DRD2 and DRD4. **** p≤ 0.0001, **p<0.001, *p<0.05 unpaired t-test comparison.
(TIF) Click here for additional data file.

S3 Fig (A) Expression of Dopamine Receptor 2, 3, and 4. Quantification of westerns via the ration of protein of interest to the corresponding loading control for DRD2 (B), DRD3 (C), and DRD4 (D). Lysates were collected from cells derived from parental (P) and TMZ-resistant (TMZ-R) JX39 xenografts or U251 cells. Protein was loaded at 40ug per lane for DRD3, and 20ug per lane for DRD2 and DRD4. **** p≤ 0.0001, **p<0.001, *p<0.05 unpaired t-test comparison.
(TIF) Click here for additional data file.

S4 Fig Parental JX39P **(A)** and parental U251 **(B)** cells display sensitivity to TMZ, Haloperidol, and SRI-21979. TMZ-resistant JX39 **(**JX39T, **C)** and TMZ-resistant U251 **(**UTMZ, **D)** cells display resistance to TMZ, with sensitivity to Haloperidol and SRI-21979. DMSO was used as a vehicle control in the absence of drug. **** p≤ 0.0001, **p<0.001, *p<0.05 ANOVA comparison to vehicle control.
(TIF) Click here for additional data file.

S1 Western blots (PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

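RNA-sequencing was available for 8 samples, 2 replicates in each of 4 groups: D456 and JX39 neurospheres treated for 24 hours with SRI-21979 or DMSO. According to the authors' methods and the deposited file's own naming, the counts were made by the authors with aRNApipe and STAR, without regard to strand, and were deposited as raw counts per Ensembl gene without normalization or pooling of replicates. The values are whole numbers. Replicate libraries differed by more than counting noise (chi-square per degree of freedom of 6.78 and 1.96 in D456 with SRI-21979 and DMSO, and 2.92 and 1.68 in JX39). Each was taken as a separate sample. The comparison is with counting noise only, so it cannot show that the replicates are independent cultures. The paper states DESeq2 for differential expression but no design, filter or threshold; the alignment step is included in the counts and was not repeated.
Gene names, positions, GC content and exon lengths came from GENCODE 29 and GRCh38; 120 of the deposited genes have no entry there. The TMM factors lay between 0.962 and 1.04. The samples held from 15527839 to 23980820 counts, and a gene with 3 or fewer counts in every library of a group was taken to be at the limit of detection, so that a fold change against it is given as a lower bound. Such limits cover counting error only, since reads are not independent molecules. The bound takes the mean of the other group as it is, without the error of its counts.
Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were filtered by filterByExpr and tested by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. The comparison of both lines used line and treatment as terms, and the comparison within each line and the difference between the lines used the 4 group means with a shared estimate of the spread. Log2 CPM values used a prior count of 2. Sets of genes were tested by camera with a preset correlation of 0.01, on signed statistics of the edgeR test, against all other tested genes, with fry and camera with an estimated correlation as checks. Shares of called genes were compared by Fisher's exact test, two-sided. The drawn genes of Fig. 5 were read from boxes that name a gene or a small family, coloured or white. Other lists, written in advance from general knowledge, held cAMP-response targets, cholesterol synthesis, lysosome, integrated stress response, p53 target and proliferation genes, and RNAs without a poly(A) tail. A list of LXR targets was added after the data were seen. Lists share 1 gene (cAMP-response targets and Fig. 5A), 1 gene (integrated stress response and Fig. 5B), 3 genes (lysosome and Fig. 5B), 4 genes (p53 targets and Fig. 5B) and 2 genes (Fig. 5A and Fig. 5B). Matched random lists (10000, seed 1) were drawn within classes of expression and GC content.
The genes named were the dark red and blue genes of Fig. 5; in each panel the 3 drawn genes with the largest and the 2 with the smallest change in both lines at a mean log2 CPM of at least 3; the 5 largest rises and 5 largest falls in both lines that passed the threshold, reached the same expression and changed in every sample of a line; the 2 genes with the smallest p-value on each side of the difference between the lines; DRD1 to DRD5 and MGMT; and the gene that moved most in each list with an adjusted camera p under 0.05. JUN, NR4A1, MYLIP, ABCA1, MCL1, TIAM1 and the cathepsins other than CTSZ were named after their values were seen.
The design, the main settings, the naming rule and the alternatives were set before the data were examined. The alternatives were DESeq2's size factors or library size alone in place of TMM; DESeq2's Wald test; at least 10 counts in every sample or no filter; a replicate number within line as a block; offsets for GC content and gene length from a loess fit per sample (span 0.5), alone and with the block; an adjusted p under 0.10 or an absolute log2 fold change of at least 1 as the threshold; the average of the line effects, no line term, or each line fitted alone; and each library left out in turn. Where a library left out leaves a single sample in an arm, the value is given without a test. Each fit with a library left out was filtered and scaled anew, so its values can move with the median of all tested genes as well as with that library.
The steps were tested on simulated data with the depth of these samples. Each gene was drawn independently of the others, with 1 spread for all libraries. In the data, replicate spread differed between the groups and genes of a list could move together. The rates of false calls below therefore cannot show what unequal spread or correlated genes would add. Recovery of single genes that change by less than 1 on the log2 scale was not tested. Of genes changed by 1 on the log2 scale, 100% were recovered in both lines and 95.5% in D456, with 5.66% and 3.54% of calls false; in JX39, 97.5% were recovered and 7.58% of calls were false. With no gene changed, 0 genes were called in both lines, in D456 and in the difference between the lines (JX39 alone was not run), and camera gave a p-value under 0.05 for 2.5% of random lists. The offsets brought an added GC trend from a Spearman correlation across genes of 0.675 to 0.00968. The growth assays, immunoblots, brain concentrations and patient survival data of the paper have no counts in the deposit and were left out.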

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

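The correction for GC content and gene length applied to the cholesterol synthesis genes and to the genes that differed between the lines, and the comparison of treated libraries for noncoding RNA, were tests chosen after the result was seen. A result is listed when the lines responded differently or when genes that the paper does not discuss changed.
The response to SRI-21979 differed between D456 and JX39 in 1310 genes (edgeR, test of the difference), 756 with the higher change in D456 and 554 with the higher change in JX39. Across genes, which are not independent replicates, the changes in the lines had a Spearman correlation of -0.0655. Library size does not account for it: with every library thinned to 15527839 counts, 1145 genes differed, 993 of them among those found at full depth. A bias of GC content and gene length is also argued against as the whole cause, since 1164 of the 1310 genes still differed after its correction. The total of 1991 after correction is no measure of this. The correction itself moved the median difference of all tested genes from 0.0053 to 0.0647. For the fit of both lines together, 2 of the 34 splits of the 8 samples into 4 and 4 that could be fitted gave at least the 85 genes of the real split. The other was the split that sets treated D456 with vehicle-treated JX39, which measures the difference between the lines and gave 258 genes; every remaining split gave at most 5. A share of 2 in 34 is not under 0.05, so the count of splits by itself leaves chance open for the genes changed in both lines. The lines also received different doses, 5 and 2.5 µM, so line and dose cannot be separated by this design, and neither was tested. The difference was not recomputed with a library left out, which would leave a single sample in a group.
Among the drawn genes, the lines differed in GABBR1 (adjusted p = 0.000319), ATM (adjusted p = 0.000804), GNAI2 (adjusted p = 0.00705), ITPR3 (adjusted p = 0.0187) and CTSZ (adjusted p = 0.0202), all from edgeR's quasi-likelihood test. In D456 and JX39 respectively, the log2 fold changes were -0.46 and 0.13 for GABBR1, -0.40 and 0.07 for ATM, 0.24 and -0.02 for GNAI2, -0.24 and 0.26 for ITPR3, and 2.37 and -0.07 for CTSZ. Left-out libraries moved some of these by more than 1.5 times: without D456 SRI-21979 replicate 2 the D456 values were -0.26 for GABBR1, -0.22 for ATM and -0.15 for ITPR3, and that of ITPR3 was -0.14 without D456 DMSO replicate 2. In JX39, GABBR1 was at 0.075 without JX39 SRI-21979 replicate 1 and at 0.089 without JX39 DMSO replicate 2, and CTSZ was at -0.11 and -0.038 without JX39 SRI-21979 replicate 1 or 2. With GC and length offsets, the D456 value of ATM was -0.24. The value of CTSZ in D456 rests on 1 to 12 counts per library, and the exons of GABBR1 and ITPR3 overlap other genes. The genes with the smallest p-values of the difference were LPCAT1 (adjusted p = 6.44e-13, 0.11 and -0.80), RNF145 (adjusted p = 8.05e-12, 0.06 and -0.82), NEAT1 (adjusted p = 6.01e-12, -0.89 and 0.25) and GABPB1-AS1 (adjusted p = 2.49e-08, -0.97 and 0.16), by edgeR. The difference of each of these 4 genes kept its sign and its call in all 8 alternatives, from 0.88 to 0.94 for LPCAT1, from 0.85 to 0.91 for RNF145, from -1.17 to -0.91 for NEAT1 and from -1.16 to -0.97 for GABPB1-AS1. GABPB1-AS1 overlaps GABPB1 on the opposite strand, and the counts do not separate strands. MCM5, of the proliferation list, rose by 0.25 in D456 and 0.02 in JX39 (adjusted p of the difference 0.0254, edgeR).
The drawn genes of Fig. 5A had a median difference between the lines of 0.14 (D456 minus JX39, log2), and those of Fig. 5B of 0.098. Both sets kept their rank in the difference under fry (p-values of 7.89e-05 and 0.00387). A bias of GC content and gene length is argued against as the whole cause of the rises in D456: after its correction the medians lay 0.069 (Fig. 5A) and 0.074 (Fig. 5B) above all tested genes, against 0.083 and 0.096 before, with camera p-values of 0.000479 and 0.000274. High expression and GC content of the drawn genes remains a candidate explanation for Fig. 5A, where 16.0% of 10000 matched lists had a median as high in D456. For Fig. 5B this share was 1.43%, which argues against it. The authors drew this pathway from the same samples, so its genes are not independent of the rise. The share alone therefore does not exclude that explanation. Across both lines, 21 of the 34 splits gave as small a camera p-value for Fig. 5A and 17 of the 34 for Fig. 5B. Some of these splits keep the treated and DMSO libraries of a line apart and so hold its treatment effect, so the counts leave open whether the drawn genes changed in common. The medians in D456 were higher with some libraries left out, up to 0.14 for Fig. 5A without D456 DMSO replicate 2 and 0.17 for Fig. 5B without D456 SRI-21979 replicate 1.
The cholesterol synthesis genes, which the paper does not discuss, rose in both lines together (median log2 fold change of 0.17, 21 of 23 genes higher, 2 called) and in JX39 (0.24, 22 of 23 higher, 17 called). Camera gave adjusted p-values of 3e-13 and 9.31e-30 over 18 tests. The genes of this list move together (estimated correlation of 0.65 and 0.68), and with that correlation the p-values were 0.0694 and 0.0343, with fry 0.0471 and 0.0227. In D456 the median was 0.064 (adjusted p-value of 0.0706), and the median difference between the lines was -0.14, with an adjusted camera p-value of 3.83e-07 but a fry p-value of 0.129. A bias of GC content and gene length is argued against in JX39 (camera p-value of 4.4e-35 after its correction), and so are high expression and GC content of the listed genes, since 0 of 10000 matched lists had a median as high. In both lines together, 5 of the 34 splits gave as small a camera p-value for the cholesterol synthesis genes. Among them are splits that keep the treated and DMSO libraries of JX39 apart and so hold the effect in JX39, so the count leaves chance open. HSD17B7 rose most, by 0.46 in JX39 (adjusted p = 0.000239, edgeR). The median in JX39 was 0.15 without JX39 SRI-21979 replicate 2. That in D456 was 0.11 without D456 SRI-21979 replicate 1, 0.12 without D456 SRI-21979 replicate 2 and 0.16 without D456 DMSO replicate 2. A rise in sterol synthesis with SRI-21979 in JX39 is a hypothesis that these tests leave open, and dose and line remain untested.
The lysosome genes rose in both lines together (median of 0.048, 22 of 32 higher, adjusted camera p-value of 0.00281) and in D456 (0.058, 22 of 32 higher, 6 called, adjusted camera p-value of 0.0096). In both lines no gene was called, beside 8 higher and 1 lower at an unadjusted p under 0.05. With genes at the limit of detection set to their bounds, the D456 median was 0.069. The real split was the only 1 of the 34 with as small a camera p-value for the lysosome genes in both lines. Like the real split, 18 of these splits hold 2 samples of each line in each group. A share of 1 in 18 is not under 0.05, so the case against chance rests on counting the remaining splits too. The level of expression and GC content of these genes stays open, since 5.19% of matched lists had a median as high in both lines and 43.1% in D456. The result in both lines held under fry (0.0026) and an estimated correlation (0.0223); in D456 it held under fry (0.00239) but not under an estimated correlation (0.0573). JX39 had a median of 0.029 (adjusted p-value of 0.0706), and the difference between the lines was 0.031 (adjusted p-value of 0.339). GPNMB changed most in both lines, at 0 to 3 counts in D456 and 10 to 21 in JX39 (adjusted p = 0.448, edgeR). The median in both lines was 0.078 without D456 SRI-21979 replicate 1 and 0.080 without D456 DMSO replicate 2. In D456 it was between 0.097 and 0.16 without any of the D456 libraries, with the lowest without SRI-21979 replicate 2 and the highest without DMSO replicate 2; in JX39 it was 0.018 without DMSO replicate 1.
The integrated stress response genes rose in both lines together (median of 0.099, 17 of 23 higher, adjusted camera p-value of 0.00448) and in JX39 (0.12, 16 of 23 higher, adjusted camera p-value of 0.0096). In D456 the median was 0.095 (adjusted p-value of 0.0706), and the difference between the lines was -0.033 (adjusted p-value of 0.496). For the integrated stress response genes in both lines, 2 of the 34 splits gave as small a camera p-value, which leaves chance open. Of the matched lists, 0.02% had a median as high in both lines and in JX39. The result in both lines held under fry (0.00639) and an estimated correlation (0.0223), and that in JX39 under neither (0.0593 and 0.113). NUPR1 rose most, by 0.44 in both lines (adjusted p = 0.166, edgeR), with 11 to 22 counts in JX39. The median in both lines was 0.046 without JX39 SRI-21979 replicate 2 and 0.051 without JX39 DMSO replicate 1, and that in D456 was 0.16 without D456 DMSO replicate 2 or D456 SRI-21979 replicate 1 and 0.14 without D456 SRI-21979 replicate 2.
The proliferation genes moved apart: they rose in D456 (median of 0.11, 16 of 22 higher, 10 called) and fell in JX39 (-0.047, 18 of 22 lower, 0 called, beside 3 lower at an unadjusted p under 0.05). The median difference was 0.15 (adjusted camera p-value of 2.28e-05, fry 0.0374, 6 genes). The paper reports slower growth with SRI-21979 in its growth assays, which were read later than these samples. Fewer dividing cells at 24 hours would lower these genes. In D456 none was called lower, so no fall was seen there. Their rise in D456 held under camera (adjusted p-value of 0.000759) and fry (0.0419) but not under an estimated correlation (0.196), so it does not settle the question. In JX39 the fall (adjusted camera p-value of 0.0432) leaves the explanation open: fry gave 0.233, an estimated correlation 0.389, and 18.5% of matched lists were as low. RRM2 fell most in JX39, by 0.15 (adjusted p = 0.179, edgeR), and shares 20.2% of its exon bases with AC007240.1. The median in D456 was 0.20 without D456 SRI-21979 replicate 1. In JX39 it was -0.029 without SRI-21979 replicate 1 and -0.085 without SRI-21979 replicate 2.
Noncoding RNA fell in D456 with SRI-21979. The 2319 noncoding genes had a median log2 fold change of -0.21, against 0.0071 for 13522 protein-coding genes, with 8 called higher and 167 lower. In JX39 the medians were 0.065 and -0.014. The difference between noncoding and protein-coding genes in D456, -0.21, was -0.21 with DESeq2's size factors and with at least 10 counts in every sample, and -0.22 with library size alone. Low expression is argued against, since the lowest median of 1000 lists of protein-coding genes matched on expression was -0.081. A bias of GC content and gene length is argued against as the whole cause, since the difference was -0.19 after its correction. A difference between libraries apart from the drug cannot be told apart from the treatment: the treated D456 libraries differed from each other by 0.13 on this measure (-0.12 and -0.26), and the design has no further preparation of D456. By class, the median in D456 was -0.14 for lincRNA, -0.25 for antisense and -0.36 for sense intronic genes. The latter 2 classes lie across from or within other genes, and the counts do not separate strands. A fall of noncoding RNA with the drug in D456 remains a hypothesis.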

How the results depend on the processing

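The LXR list was added after the data were seen. The GC and length offsets were set in advance as an alternative. Their use to test the cholesterol synthesis genes and the difference between the lines was chosen after the result. No other test below was chosen after the result. Outside the fits that leave out a library, the counts of genes stayed within a factor of 1.5, or the medians of the drawn sets kept direction and side of the threshold, in 140 cases. In 48 a count moved further, in 10 a median passed the threshold and in 4 it reversed. For single named genes and other lists, 550 values kept their direction and, apart from 9 to which DESeq2's Wald test gave no adjusted p, their side of the threshold; 65 lost their call, 19 gained one and 7 reversed. With at least 10 counts in every sample there is no value for CTSZ, TGM2, CACNA1G, GPNMB and DRD2, and with D456 fitted alone none for CTSZ in D456.
In both lines 60 genes rose and 25 fell. An adjusted p under 0.10 gave 155 and 77, an absolute log2 fold change of at least 1 gave 0 and 1, and no filter on low counts gave 160 and 172. DESeq2's size factors left 15 that fell, its Wald test 12 and at least 10 counts in every sample 4. GC and length offsets gave 13 and 14, and a replicate block with GC and length offsets gave 0 and 2, with 1397 genes at an unadjusted p under 0.05. The average of the line effects gave 540 and 353, and no line term gave 0 and 0, with 36 at an unadjusted p under 0.05. Of the 85 genes, 73 were also called with DESeq2's size factors, 58 with its Wald test, 56 with at least 10 counts, 85 with no filter, 23 with GC and length offsets, 1 with block and offsets together and 65 with the average. The cause was not tested.
The replicates of treated and vehicle samples share only a number. With the replicate number as a block, 3 genes rose and 6 fell in both lines, 8 of them among the 85. After the group means were removed, samples of the same number had a correlation across genes of -0.0459 in D456 and 0.0155 in JX39, both near 0. The cause of the lower counts was not tested.
In D456 1370 genes rose and 1005 fell. An absolute log2 fold change of at least 1 left 10 and 136, and DESeq2's Wald test left 215 that fell. With DESeq2's size factors 2083 rose, with GC and length offsets 2217 and with a replicate block with GC and length offsets 2205. In JX39 209 rose and 211 fell, with 321 that fell at an adjusted p under 0.10, 4 and 4 at an absolute log2 fold change of at least 1, and 98 and 117 with DESeq2's Wald test. The 1310 genes that differed between the lines became 2020 at an adjusted p under 0.10, 116 at an absolute log2 fold change of at least 1, 1991 with GC and length offsets and 1999 with block and offsets together. The cause was not tested.
The share of called genes that rose also moved. In both lines it was 70.6%, against 81.7% with DESeq2's size factors, 88.2% with its Wald test, 94.4% with at least 10 counts, 48.2% with no filter, 33.3% with the block, 48.1% with GC and length offsets and 60.5% with the average. In D456 it was 57.7%, against 49.9% with library size alone, 72.2% with DESeq2's size factors, 86.0% with its Wald test, 69.7% with at least 10 counts, 76.8% with the offsets and 75.8% with block and offsets. In JX39 it was 49.8%, against 60.0% with library size alone and 37.8% with no filter. For the difference between the lines it was 57.7%, against 71.9%, 86.3%, 42.9%, 76.6% and 74.9% with DESeq2's size factors, its Wald test, library size alone, the offsets and block with offsets.
The rise of the drawn genes of Fig. 5A in D456 and their fall in JX39 kept direction and side of the threshold in all 9 alternatives, with medians from 0.065 to 0.13 and from -0.076 to -0.043, and so did the rise of Fig. 5B in D456, from 0.077 to 0.13. In both lines the Fig. 5A median was -0.0049 with no line term. Of the Fig. 5A genes, 11 were called higher in D456, against 0 at an absolute log2 fold change of at least 1 (17 were higher at an unadjusted p under 0.05), 17 with DESeq2's size factors and 17 with block and offsets. None was called in both lines, against 2 at an adjusted p under 0.10, 1 with at least 10 counts in every sample and 4 with the average of the line effects; 3 were higher at an unadjusted p under 0.05. The Fig. 5B median in both lines, 0.024, passed an unadjusted camera p under 0.05 with DESeq2's size factors (0.041), library size only (0.026), DESeq2's Wald test (0.048), at least 10 counts (0.043), no filter (0.018) and the average of the line effects (0.034). None of its genes was called higher in both lines (8 were at an unadjusted p under 0.05), against 1 at an adjusted p under 0.10, 1 with DESeq2's Wald test and 7 with the average. In D456 17 were called, and 1 at an absolute log2 fold change of at least 1. In JX39 1 was called, and 0 at that threshold (5 were higher at an unadjusted p under 0.05), but 2 with GC and length offsets, 2 with block and offsets and 2 with the line alone. The Fig. 5B median in JX39, -0.0037, reversed with library size only (0.0077), at least 10 counts (0.011) and the line alone (0.0051), and passed the threshold with DESeq2's Wald test (-0.0042), no filter (-0.021), GC and length offsets (-0.026) and block with offsets (-0.020). The cause was not tested.
The log2 fold change of CTSZ in both lines, -0.05, reversed to 0.73 with DESeq2's Wald test and 1.15 with the average of the line effects (adjusted p = 0.0371, edgeR), in which D456, with few counts of CTSZ, weighs as much as JX39. That of DRD2, 0.17, reversed to -0.37 with the average. Without JX39 DMSO replicate 1 it was 0.098, and that of CTSZ was -0.074 and -0.0061 without JX39 SRI-21979 replicate 1 or 2. Also reversed were the medians of the cAMP-response targets in both lines with the average (-0.0076) and in D456 with the line alone (-0.0050), of the LXR targets in JX39 with at least 10 counts (0.0073) and of the p53 targets in both lines with no line term (-0.0039). None of these reversed medians had an unadjusted camera p under 0.05. The cholesterol synthesis genes in both lines and in JX39, the lysosome genes in both lines and in D456, the integrated stress response genes in JX39 and the proliferation genes in D456 kept direction and an unadjusted camera p under 0.05 in every alternative. The integrated stress response genes in both lines lost it with no line term (0.099), and the proliferation genes in JX39 with at least 10 counts (-0.034). In D456 the cholesterol synthesis genes lost it with library size only (0.051) and at least 10 counts (0.088), and the integrated stress response genes with DESeq2's Wald test (0.13), at least 10 counts (0.12), the offsets (0.12) and block with offsets (0.12). The lysosome genes in JX39 lost it with DESeq2's Wald test (0.028), no filter (0.0073), the offsets (0.022) and block with offsets (0.022). A p under 0.05 was gained by the LXR targets (0.061) and the p53 targets (0.044) in D456 with no filter, and by the proliferation genes in both lines with DESeq2's Wald test (0.051) and the offsets (0.057). The cause was not tested.
With 1 library left out, 118 rose in both lines and 54 fell without JX39 SRI-21979 replicate 1, and 2 rose and 2 fell without JX39 DMSO replicate 2, the highest and lowest of the 8 fits. In JX39, 227 to 357 genes rose, and 155 to 277 fell, the most without D456 SRI-21979 replicate 1 in each case. The median of Fig. 5A in both lines, 0.010, lay from 0.0014 (without JX39 SRI-21979 replicate 1) to 0.037 (without D456 SRI-21979 replicate 1). That in D456 lay from 0.080 to 0.14 (highest without D456 DMSO replicate 2), and that of Fig. 5B from 0.084 to 0.17 (highest without D456 SRI-21979 replicate 1). In both lines the Fig. 5B median lay from 0.032 to 0.048, highest without D456 SRI-21979 replicate 1, and had an unadjusted camera p under 0.05 without that library and without any of the 4 JX39 libraries. In JX39 it lay from -0.037 (without JX39 SRI-21979 replicate 1) to 0.0067 (without D456 SRI-21979 replicate 2), reversed without each of the 4 D456 libraries, and 1 to 3 of its genes were called higher, 3 without either D456 SRI-21979 replicate. The cAMP-response targets ranged from -0.0031 to 0.063 in both lines and from -0.044 to 0.051 in JX39, lowest without JX39 DMSO replicate 1 and highest without JX39 SRI-21979 replicate 2 in each. The LXR targets in JX39 ranged from -0.020 (without JX39 DMSO replicate 1) to 0.060 (without JX39 SRI-21979 replicate 1). Of the named genes and other lists, 46 lost a call in these fits, 62 moved, 6 gained a call and 5 reversed. The cause was not tested. Each group holds 2 samples. Fits with a library left out were filtered and scaled anew, so their values also move with the median of all tested genes. Counts of CTSZ in D456 near the limit of 3 make its fold change there a lower bound, and low counts leave DRD1, DRD3, DRD4, DRD5 and MGMT without a test.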

Differences from the paper's values

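The paper reports an average of 6 M reads per sample (M, mega). The deposited counts on genes averaged 19.5 M per sample, in all 8 samples more than the paper's value, and no alternative changes this total.
The legend of Fig. 5 gives dark red genes, of which CTSZ is the one drawn, a fold change above the paper's value of 5. In both lines the fold change of CTSZ was 0.968, and in JX39 it was 0.953, against the paper's 5 in each case. The legend does not name the line or lines drawn. None of the 17 alternatives set before the data were examined closed the gap in both lines, where they gave folds from 0.942 to 2.22, the highest with the average of the line effects. None of the 16 alternatives closed it in JX39, where they gave folds from 0.926 to 0.974. In D456, treated CTSZ was 2.71-fold higher than the limit of 3 counts in DMSO, or 2.78-fold with DESeq2's size factors and 2.70-fold with library size alone. A lower bound under 5 cannot decide whether the fold change exceeded the paper's 5. The fold change fitted by edgeR in D456, 5.18, rests on DMSO counts at or under the limit of 3. On the log2 scale it is 2.37, and it ranged from 1.98 without D456 DMSO replicate 2, which is under the paper's 5-fold, to 2.99 without D456 DMSO replicate 1.
The paper states that most genes of the cAMP pathway had increased transcript levels. In D456, 31 of the 43 drawn genes tested were higher, but 11 of 43 were in JX39 and 23 of 43 in both lines. The paper names no line for its statement. No drawn gene of Fig. 5A was called in both lines, beside 3 higher and 3 lower at an unadjusted p under 0.05. Under other settings, drawn genes of Fig. 5A were called higher in both lines: 2 at an adjusted p under 0.10, 1 (MAPK3) with at least 10 counts in every sample and 4 with the average of the line effects.
The paper also states that many apoptosis transcripts increased, again without naming a line. Of the 57 drawn genes tested, 40 were higher in D456, 26 in JX39 and 37 in both lines together. In D456, 17 of the 57 drawn genes of Fig. 5B tested were called higher, 1 (ITPR3) was called higher in JX39 and none in both lines, where 8 were higher and 2 lower at an unadjusted p under 0.05. Called higher in both lines were 1 drawn gene at an adjusted p under 0.10, 1 (BAX) with DESeq2's Wald test, the tool the paper names, and 7 with the average of the line effects.
By the legend, red genes have a fold change above 1, yet 4 of the 22 red genes of Fig. 5A and 9 of the 26 red genes of Fig. 5B were higher in JX39. In both lines 17 and 22 were higher, and in D456 20 and 26. The legend does not name the line or lines drawn. All drawn genes called higher in D456 are red, 11 in Fig. 5A and 17 in Fig. 5B. The blue genes were all called lower in D456. The colours thus follow D456 more closely than JX39, and the JX39 values need not depart from what the figure shows. Blue genes have a fold change under 1 by the legend, but GABBR1 and ATM were higher in JX39, at log2 fold changes of 0.13 and 0.07 (GABBR1 at 0.075 without JX39 SRI-21979 replicate 1 and 0.089 without JX39 DMSO replicate 2). Genes in white are drawn as unchanged, whereas FAS was called lower in D456 (-0.21, adjusted p = 0.0495, edgeR), at -0.089 without D456 DMSO replicate 1. That call was lost in 8 of 9 alternatives, among them DESeq2's Wald test (adjusted p = 0.254). The white genes called by edgeR in JX39 include ITPR3 (0.26, adjusted p = 0.000632), TIAM1 (-0.24, adjusted p = 0.0474) and MCL1 (-0.15, adjusted p = 0.0416).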

Other observations

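The list of LXR targets and the share of RNAs without a poly(A) tail were tests chosen after the result was seen; the other tests were not.
If the rise of the drawn genes of Fig. 5A in D456 followed from a rise in cAMP signaling, the cAMP-response targets could rise too. Their median log2 fold change in D456 was 0.040 (10 of 18 higher, camera p-value of 0.346), or 0.0012 with genes at the limit of detection set to their bounds. It was 0.022 in both lines (p-value of 0.457) and 0.036 in JX39 (p-value of 0.881). NR4A1 was the 1 target called in D456, at 0.41 (adjusted p = 0.00969, edgeR). The median in D456 was 0.14 without D456 SRI-21979 replicate 1 and 0.11 without D456 DMSO replicate 1. In JX39 it was -0.044 without DMSO replicate 1 and -0.0024 without SRI-21979 replicate 1, and in both lines it was -0.0031 without JX39 DMSO replicate 1. A list this short and near 0, with genes going both ways, leaves a rise in cAMP signaling open.
The p53 targets, which could underlie the rise of the drawn genes of Fig. 5B, had a median of 0.029 in D456 (13 of 20 higher, 4 called higher and 2 lower, camera p-value of 0.107). In both lines the median was 0.019 (p-value of 0.231), and in JX39 it was -0.025 (p-value of 0.982). Any D456 library left out raised the D456 median, to between 0.060 without SRI-21979 replicate 2 and 0.14 without SRI-21979 replicate 1. In both lines it ranged from 0.0048 without D456 SRI-21979 replicate 2 to 0.047 without D456 SRI-21979 replicate 1, and in JX39 from -0.044 without DMSO replicate 2 to -0.0001 without DMSO replicate 1. The test does not decide on p53 activity.
A lysosomal response to a basic amphiphilic compound is a candidate explanation for the rise of CTSZ in D456, and it would raise the lysosome and cholesterol synthesis genes together. In D456 the lysosome genes rose, but the cholesterol synthesis genes had an adjusted camera p-value of 0.0706 and a fry p-value of 0.450, so the explanation stays open there. In JX39 the cholesterol synthesis genes rose and the lysosome genes had an adjusted camera p-value of 0.0706. Other cathepsins changed little in D456: CTSB by 0.11, CTSL by 0.13, CTSD by 0.13, CTSF by -0.0061 and CTSA by -0.0027, none called by edgeR. CTSB was called lower in JX39 (-0.18, adjusted p = 0.0051, edgeR).
ABCA1 (log2 fold change of -0.99, adjusted p = 3.16e-08, edgeR), MYLIP (-1.29, adjusted p = 0.00569, edgeR) and RNF145 (-0.82) fell in JX39, beside -0.25, 0.07 and 0.06 in D456. Lower LXR activity may lower all of them, but a list of LXR targets without ABCA1 and RNF145, which includes MYLIP, had a median of -0.015 in JX39 (5 of 11 higher, camera p-value of 0.837), which does not decide between members that went both ways. The median was 0.018 in both lines (p-value of 0.277) and 0.027 in D456 (p-value of 0.211). In JX39 it ranged from -0.020 without DMSO replicate 1 to 0.060 without SRI-21979 replicate 1, and was 0.016 without DMSO replicate 2. In D456 it reached 0.12 without D456 DMSO replicate 2, and in both lines it ranged from 0.011 without JX39 SRI-21979 replicate 1 to 0.046 without D456 DMSO replicate 2.
RNAs without a poly(A) tail took at most 0.0513% of the counts in any library, and protein-coding genes took from 95.2% to 96.5%. Sequencing of RNA depleted of poly(A) transcripts would put most counts on the former, so the values argue against it and are consistent with selected poly(A) RNA, as the labels state. Mitochondrial genes took 9.61% and 7.63% of the counts in D456 with SRI-21979, 11.1% and 10.6% with DMSO, and from 8.19% to 8.50% in JX39. The 10 most abundant genes took from 8.56% to 11.1% of the counts of a library.
Counts of DRD3 were 0 in all 4 D456 libraries, which allows up to 0.170 CPM at the lowest D456 depth. In JX39 they were 0 and 7 with SRI-21979 and 1 and 2 with DMSO. DRD2 was at 40.7 ± 0.209 CPM with SRI-21979 and 35.9 ± 2.07 CPM with DMSO in JX39 after TMM scaling (log2 fold change of 0.18, adjusted p = 0.201, edgeR), and had 2 to 4 counts per library in D456. DRD4 had 4 to 11 counts per library in both lines, DRD1 had 3 to 7 in JX39 and 0 in D456, and DRD5 had 0 in all 8 libraries. MGMT had 1 count in JX39 SRI-21979 replicate 2 and 0 in every other library. No fold change is given for DRD1, DRD3, DRD4, DRD5 and MGMT, which did not pass the filter. These transcript counts do not measure protein. By immunoblot, the paper reports relatively similar DRD2, DRD3 and DRD4 protein across its xenograft lines, D456 and JX39 among them.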
